# Identification of ciliary and ciliopathy genes in *Caenorhabditis elegans *through comparative genomics

**DOI:** 10.1186/gb-2006-7-12-r126

**Published:** 2006-12-22

**Authors:** Nansheng Chen, Allan Mah, Oliver E Blacque, Jeffrey Chu, Kiran Phgora, Mathieu W Bakhoum, C Rebecca Hunt Newbury, Jaswinder Khattra, Susanna Chan, Anne Go, Evgeni Efimenko, Robert Johnsen, Prasad Phirke, Peter Swoboda, Marco Marra, Donald G Moerman, Michel R Leroux, David L Baillie, Lincoln D Stein

## Abstract

**Background:**

The recent availability of genome sequences of multiple related *Caenorhabditis *species has made it possible to identify, using comparative genomics, similarly transcribed genes in *Caenorhabditis elegans *and its sister species. Taking this approach, we have identified numerous novel ciliary genes in *C. elegans*, some of which may be orthologs of unidentified human ciliopathy genes.

**Results:**

By screening for genes possessing canonical X-box sequences in promoters of three *Caenorhabditis *species, namely *C. elegans*, *C. briggsae *and *C. remanei*, we identified 93 genes (including known X-box regulated genes) that encode putative components of ciliated neurons in *C. elegans *and are subject to the same regulatory control. For many of these genes, restricted anatomical expression in ciliated cells was confirmed, and control of transcription by the ciliogenic DAF-19 RFX transcription factor was demonstrated by comparative transcriptional profiling of different tissue types and of *daf-19(+) *and *daf-19(-) *animals. Finally, we demonstrate that the dye-filling defect of *dyf-5(mn400) *animals, which is indicative of compromised exposure of cilia to the environment, is caused by a nonsense mutation in the serine/threonine protein kinase gene M04C9.5.

**Conclusion:**

Our comparative genomics-based predictions may be useful for identifying genes involved in human ciliopathies, including Bardet-Biedl Syndrome (BBS), since the *C. elegans *orthologs of known human *BBS *genes contain X-box motifs and are required for normal dye filling in *C. elegans *ciliated neurons.

## Abstract 2

Comparative genomic analysis of three nematode species identifies 93 genes that encode putative components of the ciliated neurons in *C. elegans *and are subject to the same regulatory control.

## Background

The cilium is an evolutionarily conserved subcellular organelle that projects from the surface of many eukaryotic cells in vertebrates, including kidney and endothelial cells, myocardial cells, odontoblasts, retinal photoreceptor cells and cortical and hypothalamic neurons [1]. The biogenesis and maintenance of cilia is dependent on intraflagellar transport (IFT), which is a bidirectional motility process driven by anterograde and retrograde motors that operate along the microtubule-based ciliary axoneme [2]. Consistent with the ubiquitous distribution of cilia, many physiological processes are critically dependent on their function, which can be broadly classified into two categories, namely cell (and fluid) motility and sensory perception [3]. Defects in the molecular components of cilia and IFT are associated with a variety of human disorders, including cystic kidney disease, primary cilia dyskinesia, retinitis pigmentosa, and Bardet-Biedl syndrome (BBS) [1,3-5].

Because of the importance of cilia function in diverse physiological processes and pathological conditions, significant efforts have recently been made to identify the molecular components of these organelles (reviewed by Inglis *et al*. [5]). A key finding, which has provided the groundwork for uncovering new ciliary genes, was the discovery in 2000 by Swoboda *et al*. [6] that *C. elegans *transcription factor DAF-19 regulates the expression of key ciliogenic genes (for example, *che-2*, *osm-1*, and *osm-6*), and is, therefore, required for building and maintaining nematode ciliary structures. DAF-19 is orthologous to human RFX transcription factors, which bind to *cis*-regulatory elements called X-box motifs [7]. The identification of DAF-19 and its cognate binding motifs has greatly facilitated the identification of many novel ciliary genes both in *C. elegans *(for example, *bbs-3/arl-6 *[8], *bbs-5 *[9] and *bbs-8 *[10]), and in the fruit fly *Drosophila melanogaster *[11]. Interestingly, all but 3 of the 11 known human *BBS *genes (*BBS6 *[12], *BBS10 *[13,14] and *BBS11 *[15]) have clear one-to-one *C. elegans *orthologs. All studied *C. elegans bbs *genes have readily identifiable X-box motifs in their promoters and all are exclusively expressed in ciliated neurons [8-10]. In addition, loss-of-function *C. elegans bbs *alleles possess ciliary structure abnormalities, including an inability to take up fluorescent dyes [16-20]. Similar to *bbs *gene mutants, dye-filling defect (Dyf) phenotypes are found in other ciliary and IFT mutants, including *dyf-1 *through *dyf-13*, as well as many Osm (osmotic avoidance abnormal) and Che (abnormal chemotaxis) mutants [3]. Taken together, the above findings underscore the importance of the *daf-19*/X-box system in regulating *C. elegans *cilia formation and demonstrate that *C. elegans *is a very useful model for identifying new human *BBS *genes.

The discovery of the DAF-19/X-box regulatory system also provided the rationale for using bioinformatics and genomics approaches to screen for additional *C. elegans *genes required for cilia function using bioinformatics and genomics approaches [5]. In one such project, Efimenko *et al*. [16] screened *C. elegans *promoters for X-box motifs that match an 'average' X-box consensus, producing a set of 758 putative X-box-regulated genes with one or more X-boxes within 1,000 base-pairs (bp) upstream of the start codon. Similarly, Blacque *et al*. [17] scanned the *C. elegans *genome for candidate X-boxes that match a hidden Markov model (HMM) [21] profile assembled from known X-box motif sequences, revealing a set of 1,572 genes with putative X-boxes within 1,500 bp upstream of the start codon. Applying a more stringent criterion of X-boxes within 250 bp upstream of the start codon, 293 genes were uncovered. Blacque *et al*. also performed serial analysis of gene expression (SAGE) on ciliated and non-ciliated cell types in *C. elegans *and searched for genes with a 1.5-fold or greater level of expression in the ciliated subset of neuronal cells versus predominantly non-ciliated cell subsets (that is, pan-neuronal, intestinal and muscle cell subsets). Combining the X-box and SAGE data, Blacque *et al*. [17] were able to further refine their list of candidate ciliary genes from 293 genes to a final total of 46 genes. Although the above studies [16,17] produced large gene sets that contain many known and putative X-box regulated genes, including protein kinases, receptors, and transcription factors [5,16,17], both approaches are limited by high false positive rates. In addition, both may have high false negative rates, especially with more stringent candidate gene sets such as the X-box-containing genes where X-boxes are considered only within 250 bp upstream of the start codon. Since candidate X-box motifs fall outside of the 250 bp (from the start codon) range, many genes may potentially be omitted. For example, a candidate X-box motif in the promoter of *arl-6 *(*bbs-3*) is >1,000 bp upstream of the start codon and was missed by both projects but uncovered when the search space was extended to 1,500 [8] (Table 1).

Other approaches used to identify new ciliary genes include microarray expression profiling of isolated chemosensory neurons [22] and labeled ciliated neurons [23]. These *C. elegans*-based approaches uncovered ciliated-neuron specific genes, including X-box regulated genes and non-X-box regulated genes. Although such gene profiling approaches have been successful in identifying candidate ciliary genes, in particular those that are not directly regulated by X-box motifs, they are less effective in identifying X-box regulated genes since not all ciliary genes are X-box regulated. Nevertheless, results from these functional genomics studies can be combined with data from comparative genomics analyses for prediction and data validation (see also [9,11]).

Although many ciliary genes have been identified, it is certain that many more remain undiscovered, including new BBS and IFT components. Indeed, underscoring this notion is the fact that all of the studied BBS proteins [8,18], as well as several novel ciliary genes that encode IFT proteins with roles in building *C. elegans *cilia, including *dyf-1 *[19], *dyf-2 *[24], *dyf-3 *[25], *dyf-6 *[26], *dyf-13 *[17] and *ifta-1 *[27], have only very recently been identified and characterized. It is also interesting to note that not all BBS patient cohorts are accounted for by mutations in known *BBS *genes [28,29], indicating that additional *BBS *genes likely remain to be identified in *C. elegans*. For these reasons, the aim of this project is to identify additional ciliary genes, including potential *BBS *gene candidates. To do this, we have taken a comparative genomics approach, based on the rationale that ciliary genes from related nematode species are similarly dependent on X-box motifs for their transcriptional regulation. The sequence availability of several *C. elegans *sister species has now made such a comparative approach possible. Specifically, the *C. briggsae *genome has been sequenced and annotated [30], as has the *C. remanei *genome. With comparative genomics, the distance-to-start codon requirement can be relaxed (to 2,000 bp upstream of the start codon) so that more genuine X-boxes can be retained. Additionally, comparative genomics avoids the data noise and biased sampling associated with functional genomics (including microarray expression profiling and SAGE). Using this strategy, we have identified 93 known and putative ciliary genes, including some that are known to be, or likely to be associated with cilia biogenesis and human ciliary disorders. In addition, our comparative genomics approach was used to clone a novel X-box-containing gene, *dyf-5*, which when mutated results in abnormal dye filling of ciliated neurons.

## Results

### Identification of ciliary genes using comparative genomics

To identify X-box motif-regulated *C. elegans *genes, we performed a genome-wide screen for the X-box motif using the HMMER program [21] and a HMM profile generated from a set (15 motifs from 13 genes; Additional data file 1) of experimentally validated instances of X-box motifs in *C. elegans*. Using this approach, we uncovered 4,291 individual X-box motifs (Figure 1), which is comparable to the number of X-boxes obtained by Efimenko *et al*. [16] and Blacque *et al*. [17]. Since our dataset of 4,291 candidate genes undoubtedly contains many false positives, we sought to filter for genuine X-box motifs in the *C. elegans *genome. To do this we exploited the fully annotated whole genome sequences of *C. briggsae *[30] and the partially finished genome of *C. remanei*, reasoning that *bona fide *X-box motifs are highly conserved among these three closely related species. By assuming and requiring that candidate X-box motifs exist within the promoter regions of orthologous genes in all three species, we obtained 93 candidate-X-box motif-containing genes (Figure 1; Additional data file 2). Note that we screened for X-boxes up to 2,000 bp upstream of start codons, since some genuine X-box motifs may reside outside of the preferred region (-50 to -200 bp upstream of the ATG codon) [6,16,17]. All but two of the X-box containing genes used to generate the X-box HMM profile are in the 93 candidate gene set, suggesting a low false negative rate of approximately 15% (2/13).

### Anatomical expression analysis

To assess the validity of our procedure in identifying *bona fide *X-box containing genes, which we would expect to be expressed only in *C. elegans *ciliated neurons, we examined available *C. elegans *anatomical gene expression pattern data in WormBase [31,32], the published literature, and the British Columbia promoter::GFP transgenic strains database [33] (Table 1). Among the 93 candidate X-box-containing genes that we have identified (Additional data file 2), 25 had pre-engineered promoter::GFP transgenic strains and recorded expression profiles. Of these 25 genes, 24 were found to be expressed in the ciliated amphid (head) and/or phasmid (tail) neurons (Table 1), as expected for genes required for cilia function or ciliated cell differentiation; 4 of the 24 genes showed additional weak signals in the gut and other tissues (for example, pharyngeal signals for C04C3.3) (Table 1). One gene was not expressed in ciliated neurons but instead showed expression in the pharynx (Y37D8A.17). Hence, we estimate the false positive prediction rate to be also very low, at approximately 4% (1/25). As described in Table 1, 7 of the 25 genes are as yet uncharacterized. Except for C04C3.3, these genes are exclusively expressed in ciliated neurons (five genes are shown in Figure 2), suggesting that they likely have a role in cilia function. Among the remaining genes without known anatomical expression patterns (Additional data file 2), approximately one-quarter have been characterized and assigned with CGC (*Caenorhabditis *Genetics Center) gene names (Table 1). The anatomical expression patterns of all remaining candidate X-box containing genes from Additional data file 2 will be ascertained in a separate study.

### SAGE data analysis

It is anticipated that the transcriptional expression pattern of X-box regulated genes will be strongly correlated with that of *daf-19*, which encodes the transcription factor that binds to the X-box motif [6]. To address this hypothesis, we employed a series of SAGE datasets that were previously generated by the *C. elegans *Gene Expression Consortium [33] for various tissue types, including the ciliated cell subset of neuronal cells [17]. For each type of tissue analyzed by SAGE, we determined the number of expressed tags corresponding to *daf-19 *and to each of the 93 candidate X-box genes (Additional data file 2). We then calculated Pearson correlation coefficient (PCC) values between the *daf-19 *and X-box gene tag counts using a procedure described previously [34]. Among the 93 candidate genes, 50 possessed usable SAGE tags that could be unambiguously mapped to a single gene model and had at least five tags in one or more tissue libraries (Table 1, Additional data file 2) [35]. As illustrated in Figure 3, the density curve for the pooled PCC values for all 50 X-box-regulated candidate genes shows a prominent peak at a PCC of about 0.8, suggesting that a large portion of our candidate X-box regulated genes (Additional data file 2) are positively correlated with *daf-19*. In contrast, the 4,291 raw X-box-containing genes identified before applying the species conservation criteria show only a weak positively correlated peak, with a much stronger peak centered around the uncorrelated PCC value of 0.0. The curve representing the PCC values for *daf-19 *and 1,000 randomly chosen *C. elegans *genes shows that, for most genes, their expression is not correlated to *daf-19*. In summary, 32% of the filtered gene set (Additional data file 2), including well studied X-box-containing genes such as *bbs-1 *(0.56), *bbs-2 *(0.89), *bbs-9 *(0.75), *che-2 *(0.82), and *osm-5 *(0.58), had a PCC greater than 0.5. In contrast, only 13% of random genes and 16% of raw X-box containing genes had a PCC greater than 0.5.

### Microarray analysis for DAF-19 regulated genes

To further ascertain whether the X-box-containing genes identified in Additional data file 2 are regulated by the DAF-19 ciliogenic transcription factor, we carried out microarray analysis using Affymetrix chips that encompass >95% of all *C. elegans *genes and compared the expression profiles of *daf-19(+) *and *daf-19(-) *animals. 

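The arrays measured RNA of embryos released from gravid adults with hypochlorite, with 5 micrograms of total RNA for each array. The methods and the deposited labels name 2 arrays *daf-19(-)*, of the genotype *daf-19(m86);daf-12(sa204)*, and 2 arrays *daf-19(+)*, of the genotype *daf-12(sa204)*. Additional data file 3, of which the first 1998 of 12497 rows were used here, names the same arrays the other way round. It heads the arrays labelled *daf-19(-)* *daf-12* and the arrays labelled *daf-19(+)* *daf-19;daf-12*, and each of its 4 signal columns equals an array labelled with the other genotype in 1998 of 1998 rows. No source used here settles which naming is right. Values are therefore given for the arrays labelled *daf-19(-)* over, or minus, the arrays labelled *daf-19(+)*. A rise in this sense is what Additional data file 3 lists as down regulation in *daf-19(-)*, and by the deposited labels a rise of a ciliary gene runs opposite to the study's direction.
*daf-19*, the mutated gene, encodes the RFX transcription factor that binds X-boxes. One of its probe sets had a signal of 2429 ± 90.7 (SD, n = 2) on the arrays labelled *daf-19(-)* and of 812 ± 63.1 (SD, n = 2) on those labelled *daf-19(+)*, a log2 fold change of 1.56 (standard error 0.19, adjusted p = 0.00166 from limma). The other probe set had 1344 ± 159 (SD, n = 2) and 450.2 ± 14.1 (SD, n = 2), a log2 fold change of 1.54 (standard error 0.22, adjusted p = 0.00513 from limma). With 1 array left out its ratio of mean signals ranged from 2.73 to 3.23. Thus *daf-19* RNA was higher on the arrays labelled as lacking DAF-19. No source used here says that *m86* removes the RNA these probes detect, so the level alone does not check the labels. Earlier work that the paper cites found *che-2*, *osm-1* and *osm-6* regulated by DAF-19 and DAF-19 required for building cilia, which runs toward the names of Additional data file 3 and does not settle the naming.
The deposited values are GCOS signals on a linear intensity scale, 1 for each probe set and array, with each chip scaled by the authors to a target signal of 500. The median signal was 136 and 144 on the arrays labelled *daf-19(-)*, and 106.0 and 127 on those labelled *daf-19(+)*. A signal of 80 or more was reached by 12910 and 13454 probe sets on the former arrays and by 12084 and 12779 on the latter. The correlation of log2 signals across probe sets, which are not independent replicates, was 0.962 between the arrays labelled *daf-19(-)*, 0.959 between those labelled *daf-19(+)*, and from 0.949 to 0.960 between arrays of different labels. Additional data file 3 calls the replicates biological, but nothing says whether they came from separate cultures, so p-values measure only the spread between these arrays. Signals were tested as log2(signal + 16) with limma for the 13096 of 22548 probe sets that reached 80 on at least 2 arrays. The offset understates the change of dim probe sets, and 2 arrays in each group limit the precision of every value.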

The entire dataset, obtained from two separate microarray experiments, lists the expression data for 15,879 genes (Additional data file 3), and is ordered by genes with the highest level of down regulation in *daf-19(-) *animals compared to the *daf-19(+) *control animals. Among these genes, 466 genes show a down regulation of 2.0-fold or higher. 

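The strongest rises on the arrays labelled *daf-19(-)*, which Additional data file 3 heads *daf-12*, were of ciliary genes and of genes on none of the ciliary lists, such as *dyb-1*, a dystrobrevin gene, and Y41E3.5. *tctn-1*, a tectonic of the ciliary transition zone, had a mean signal of 404 ± 34.0 (SD, n = 2) against 4.95 ± 0.071 (SD, n = 2) on the arrays labelled *daf-19(+)*, a log2 fold change of 4.32 (standard error 0.43, adjusted p = 2.2e-04 from limma). *arl-3*, a small GTPase, had 435 ± 55.9 (SD, n = 2) against 30.1 ± 11.2 (SD, n = 2), a ratio of 14.4 (adjusted p = 6.7e-04 from limma), and *che-3*, the heavy chain of the retrograde IFT dynein, had 426 ± 47.2 (SD, n = 2) against 39.2 ± 42.2 (SD, n = 2), a log2 fold change of 3.24 (adjusted p = 0.00723 from limma). K07C11.10, which is on no list, had a log2 fold change of 3.24 as well (adjusted p = 0.00916 from limma). With 1 array left out the ratio of mean signals ranged from 6.16 to 45.3 for *che-3* and from 6.36 to 61.1 for K07C11.10. Among the probe sets that fell, *ced-8*, which acts in programmed cell death, had 416 ± 40.2 (SD, n = 2) against 1052 ± 47.8 (SD, n = 2), a log2 fold change of -1.31 (adjusted p = 0.0152 from limma), and *snrp-27*, a splicing gene, had a log2 fold change of -0.97 (adjusted p = 0.0494 from limma).
At an adjusted p under 0.05, 47 probe sets were higher and 11 were lower, against 1470 and 925 at an unadjusted p under 0.05. The higher probe sets that name 1 gene cover 42 genes, 18 of them on the X-box or ciliary lists, and the lower ones cover 9 genes, 0 of them on these lists. With the replicate number as a block, 572 were higher and 394 lower. Here and wherever the block is used below, limma took the variances from their trend alone. Its p-values therefore do not measure the spread of each probe set. Leaving out replicate 2 labelled *daf-19(+)* gave 971 higher and 614 lower, and leaving out the other arrays in turn gave from 14 to 33 higher and from 4 to 11 lower. *tctn-1*, *arl-3*, *che-3* and K07C11.10 passed whichever array was left out, while *ced-8* and *snrp-27* passed only without replicate 2 labelled *daf-19(+)*.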

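Genes of 4 ciliary gene groups rose together on the arrays labelled *daf-19(-)*, which Additional data file 3 heads *daf-12*. Of 12 tested genes of IFT complex B, which carries cargo to the ciliary tip, 5 were higher and 0 lower by limma (10 higher when adjusted over the list alone), with a median log2 fold change of 2.27 (camera, adjusted p = 3.3e-09, and adjusted p = 0.19 with an estimated correlation). The estimated correlation of this list was 0.012, close to the 0.01 preset otherwise, so correlation does not account for its larger p. With an estimated correlation camera also takes its degrees of freedom from the few arrays, and no list passed. Of 8 genes of the transition zone, the gate at the ciliary base, 5 were higher (7 when adjusted over the list alone), with a median of 2.15 (camera, adjusted p = 1.4e-09, and adjusted p = 0.28 with an estimated correlation). They include *tmem-231*, with a log2 fold change of 2.55 (adjusted p = 6.7e-04 from limma), *mksr-2*, with 2.65 (adjusted p = 0.00593 from limma), and *mks-3*, with 2.74 (adjusted p = 0.0102 from limma). The ratio of mean signals of *mks-3* ranged from 7.54 to 15.6 with 1 array left out. Of 6 IFT motor genes 2 were higher (4 over the list alone), with a median of 1.64 (camera, adjusted p = 1.1e-05, and adjusted p = 0.38 with an estimated correlation), and of 5 Bardet-Biedl genes 1 was higher (4 over the list alone), with a median of 2.09 (camera, adjusted p = 1.9e-05, and adjusted p = 0.25 with an estimated correlation). All 4 tested genes of IFT complex A were at least 2-fold higher in mean signal, *che-11* only while replicate 1 labelled *daf-19(+)* was kept, and of the 4 *ifta-1* passed limma with a log2 fold change of 1.95 (adjusted p = 0.0102). With 1 array left out the ratio of mean signals ranged from 6.35 to 7.19 for *tmem-231*, from 8.89 to 9.24 for *mksr-2* and from 3.57 to 5.31 for *ifta-1*.
Genes of other tissues shifted less, and with 1 exception, *nhr-31* at a log2 fold change of 1.01 (adjusted p = 0.0379 from limma, chosen after its value was seen), no single member of the lists that follow passed limma. With the replicate number as a block some did, among them the pan-neuronal genes *unc-10* and *unc-13*, the muscle genes *unc-54* and *deb-1*, the histone gene *his-74* and the early zygotic gene *lsy-27*. The median log2 fold change was 0.45 for 33 pan-neuronal genes (adjusted p = 1.7e-05), 0.34 for 39 muscle genes (adjusted p = 1.4e-04), 0.51 for 22 intestine genes (adjusted p = 6.6e-04), 0.45 for 62 cuticle collagens (adjusted p = 1.2e-06) and 0.20 for 24 late embryo differentiation genes (adjusted p = 0.0104), each by camera. Neuropeptide genes (62 tested, median 0.49, adjusted p = 4.1e-05), nuclear hormone receptors (125 of the tested genes not called, median 0.35, adjusted p = 2.8e-05), touch neuron genes (7 tested, median 0.53, adjusted p = 0.0171) and glia markers (6 tested, median 0.50, adjusted p = 0.0163) were also higher by camera. Lower were 22 early zygotic genes, with a median of -0.55 (adjusted p = 1.2e-06), 23 histone genes, with -0.37 (adjusted p = 5.5e-05), and 44 germline and maternal genes, with -0.16 (adjusted p = 9.2e-04). With an estimated correlation these lists had adjusted p from 0.38 to 0.60. Replicate 1 labelled *daf-19(+)* stands apart from the others in these genes: without it the muscle, collagen, late embryo, touch neuron, histone and maternal lists did not pass camera, with adjusted p of 0.22, 0.13, 0.77, 0.21, 0.32 and 0.32.
In all, 410 probe sets were 2-fold or more higher in mean signal and 128 were 2-fold or more lower, and 249 of the 410 had a mean under 80 on the arrays labelled *daf-19(+)*. Of these, 46 and 9 passed limma. After quantile normalization 204 were higher and 232 lower, so that the share of rises went from 76.2% to 46.8%. Between replicates, 151 and 226 probe sets were 2-fold higher and lower in replicate 1 than in replicate 2 of the arrays labelled *daf-19(-)*, and 289 and 681 in that of the arrays labelled *daf-19(+)*. Without replicate 2 labelled *daf-19(+)* there were 1232 rises and 327 drops, and drops numbered 205 and 251 without replicates 1 and 2 labelled *daf-19(-)*.

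**Figure D1:**
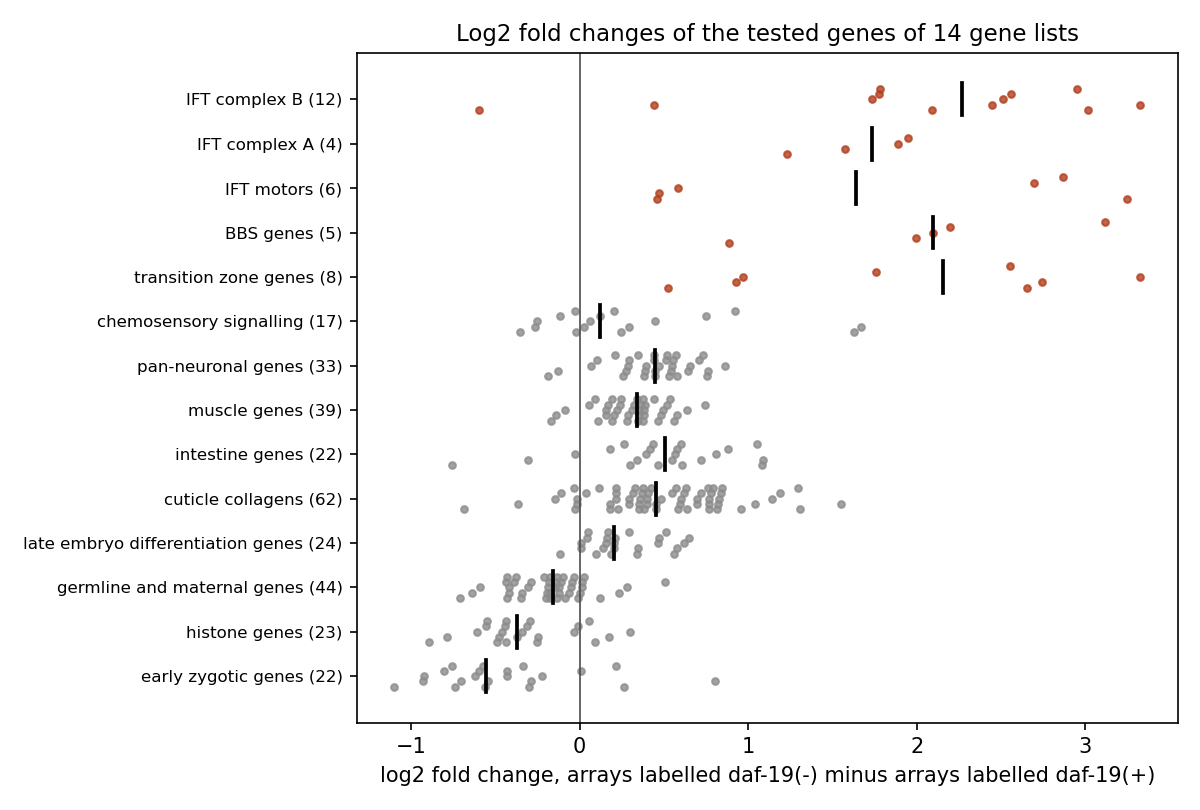
Log2 fold change of each tested gene of 14 gene lists, on the log2(signal + 16) scale, for the arrays labelled daf-19(-) minus those labelled daf-19(+); each point is 1 gene, the black bar is the list's median, and the number of genes is in parentheses. The medians of the 5 ciliary lists, in red, lie from 1.64 to 2.27, and those of the 9 other lists from -0.55 to 0.51.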

To estimate the sensitivity of this approach, we examined the enrichment of genes used for generating the X-box HMM profile (shown in Additional data file 1) and found that 9/13 (69%) are highly enriched in the *daf-19(+) *animals (that is, down regulated in the absence of DAF-19), which indicates 69% sensitivity. Similarly, to estimate the specificity of this approach, we examined the top 50 genes in the entire dataset (shown in Additional data file 3) and found that 29 (58%) genes are well characterized X-box regulated genes (for example, *osm-6*, *xbx-1*, *dyf-1*, *dyf-2*, *che-2*, *che-3 *and *bbs-5*), contain conserved X-box motifs in all three species (for example, ZK418.3 and T28F3.6) or are exclusively expressed in ciliated neurons (for example, C33A12.4 [23], K07G5.3 [17] and F53A9.4 [23]). These data suggest that the microarray approach shows a better level of specificity and sensitivity than the SAGE approach, which was found to have a 67% false-positive rate [17]. 

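Of the 13 genes that trained the X-box profile, 11 had a probe set bright enough to test, and 10 of these were at least 2-fold higher in mean signal on the arrays labelled *daf-19(-)*, which Additional data file 3 heads *daf-12*. None was 2-fold lower. *osm-6*, an IFT complex B gene, had a signal of 209 ± 55.2 (SD, n = 2) against 6.15 ± 1.91 (SD, n = 2), a ratio of 34.0. *xbx-1*, a dynein light intermediate chain, had signals of 129.1 and 170.8 against 4.6 and 8.6, a ratio of 22.7, and *che-13*, another IFT complex B gene, had 187 ± 7.00 (SD, n = 2) against 12.2 ± 14.1 (SD, n = 2), a ratio of 15.4. The remaining ratios include 5.30 for *bbs-1*, 4.27 for *osm-1* and 2.08 for *osm-12*. With 1 array left out the ratio ranged from 8.47 to 85.1 for *che-13* and from 3.57 to 10.3 for *bbs-1*. Signals far under the floor of 80 on the arrays labelled *daf-19(+)* also leave the size of the ratios of *osm-6* and *xbx-1* uncertain.
By limma 5 of the 11 were higher and 0 lower over all probe sets, and 9 were higher when adjusted over the list alone. These 5 are *osm-6* (log2 fold change 3.33, adjusted p = 0.00799), *che-13* (2.95, adjusted p = 0.0223), *xbx-1* (2.87, adjusted p = 0.0303), *osm-5* (2.44, adjusted p = 0.0107) and *daf-19*. *bbs-1* (2.09, adjusted p = 0.0646), *osm-1* (1.77, adjusted p = 0.0773) and *osm-12* (0.88, adjusted p = 0.28) did not pass, nor did *arl-13*, a small GTPase, with a ratio of 1.75 (log2 fold change 0.73, adjusted p = 0.36). With the replicate number as a block *bbs-1*, *osm-1*, *che-2* and *bbs-8* passed as well, and *osm-12* and *arl-13* did not. *bbs-2* and *arl-6* did not reach the filter, with signals of 71.6 and 106.8 against 1.7 and 24.7 for *bbs-2*, and of 3.1 and 68.3 against 2.0 and 2.5 for *arl-6*. With 1 array left out the ratio ranged from 27.6 to 43.5 for *osm-6*, from 17.4 to 32.6 for *xbx-1* and from 5.78 to 9.00 for the brighter probe set of *osm-5*. A floor of 80 on both arrays labelled *daf-19(+)* left 1 training gene to test and a floor of 200 on 2 arrays left 2, and all of these stayed 2-fold higher.

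**Figure D2:**
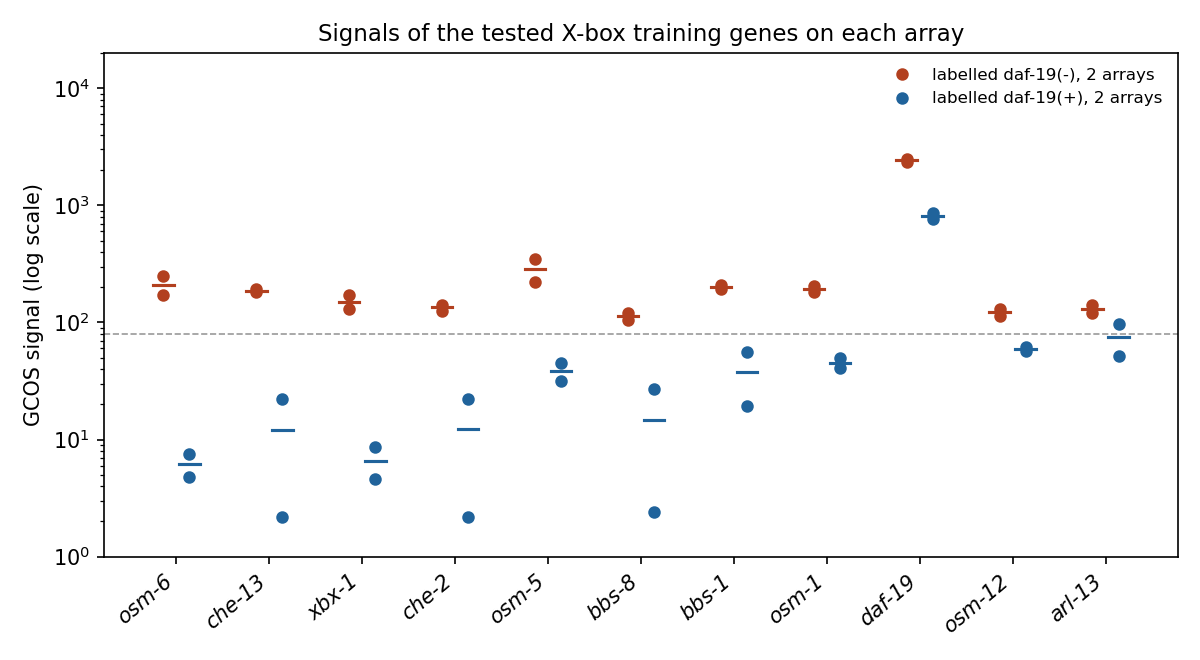
GCOS signal (log axis) of the 11 tested training genes on each of the 4 arrays; each point is 1 array, the short bar is the mean of the 2 arrays of a label, and the dashed line is the floor of 80. The points of the arrays labelled daf-19(-) lie above those of the arrays labelled daf-19(+) for all 11 genes.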

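Among the 50 probe sets with the largest rise on the arrays labelled *daf-19(-)*, which Additional data file 3 heads *daf-12*, 28 name genes of the X-box or ciliary lists, 25 genes in all, and 19 name genes of the X-box lists alone. C33A12.4, on chromosome 4 as Additional data file 3 annotates it, had a signal of 1085 ± 30.2 (SD, n = 2) against 37.4 ± 17.3 (SD, n = 2), a ratio of 29.0 (adjusted p = 1.6e-05 from limma). *mks-6* (K07G5.3), a transition zone gene on chromosome 1, had 253 ± 63.6 (SD, n = 2) against 11.2 ± 9.05 (SD, n = 2), a ratio of 22.6 (adjusted p = 0.00593 from limma). *jbts-14* (F53A9.4), on chromosome X, had a ratio of 6.47 (adjusted p = 0.0912 from limma), and *dyf-1*, on chromosome 1, had 6.43 (adjusted p = 0.0823 from limma). The 2 probe sets of *dyf-2* had ratios of 16.6 and 5.33 (adjusted p = 0.11 from limma for each). With the replicate number as a block *jbts-14*, *dyf-1* and the brighter probe set of *dyf-2* passed. Their ratios depend on dim signals: with 1 array left out they ranged from 3.42 to 61.5 for *jbts-14*, from 3.3 to 118.9 for *dyf-1*, from 3.79 to 8.93 for that probe set of *dyf-2* and from 14.4 to 52.7 for *mks-6*.
The smallest of the 50 ratios was 4.73, 22 of the 50 passed limma, and all 50 stand among the first 50 rows of Additional data file 3. The 50 largest drops hold 0 probe sets of these lists, and 8 of them passed limma. The lists were fixed before the data were examined but hold genes that the paper took from these arrays, so the counts are not independent evidence of the direction. Without replicate 1 or replicate 2 labelled *daf-19(+)* 17 of the 50 name genes of the X-box or ciliary lists, and with no filter on dim probe sets 7 do. *mks-6* passed limma with all arrays, and its ratio moved widely with 1 array left out. From the share of training genes and the share of the top genes that are known or likely X-box genes, the paper proposes that the arrays were more sensitive and more specific than SAGE.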

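Of the 83 X-box genes with human homologs in Additional data file 2, 64 were tested here, and 24 of them were at least 2-fold higher in mean signal on the arrays labelled *daf-19(-)*, which Additional data file 3 heads *daf-12*. None was 2-fold lower. Besides IFT and Bardet-Biedl genes the 24 include *dyf-5*, a MAP kinase-like gene. It had a signal of 175 ± 57.1 (SD, n = 2) against 32.8 ± 24.6 (SD, n = 2), a ratio of 5.34 (adjusted p = 0.0928 from limma). *dylt-2*, a dynein light chain gene of the IFT motor list, had 190 ± 84.4 (SD, n = 2) against 18.2 ± 22.3 (SD, n = 2), a ratio of 10.4 (adjusted p = 0.0590 from limma). *che-11*, of IFT complex A, had a ratio of 2.98 (adjusted p = 0.16 from limma). With 1 array left out these ratios ranged from 3.49 to 11.4 for *dyf-5*, from 5.58 to 75.8 for *dylt-2* and from 1.80 to 8.58 for *che-11*. Others lay close to 1 or below it: *xbx-6* had a ratio of 0.887 (adjusted p = 0.68), *pdhb-1* 1.13 (adjusted p = 0.67), *npp-25* 1.17 (adjusted p = 0.84), F09G2.8 0.745 (adjusted p = 0.33) and *dyf-11* 0.611 (adjusted p = 0.44), each from limma. *dyf-5*, *dylt-2* and *che-11* passed with the replicate number as a block, and these 5 genes did not.
The 24 genes are 37.5% of the 64, against 296 of 9664 other tested genes, or 3.06%. The odds ratio was 19.0 (95% confidence interval 10.8 to 32.7), with p = 8.3e-20 from a two-sided Fisher's exact test. For drops the counts were 0 of 64 and 102 of 9664 (p = 1 from Fisher's exact test). By limma 8 candidates were higher and 0 lower over all probe sets, and 26 were higher and 2 lower when adjusted over the list alone; by camera the list had a median log2 fold change of 0.37 (adjusted p = 9.3e-06, and adjusted p = 0.25 with an estimated correlation). Of the 25 genes of Table 1, 21 were tested, 15 were 2-fold higher and 4 passed limma. Without the genes of the training, IFT, Bardet-Biedl and transition zone lists, a choice made after the data were seen, 8 of 46 candidates were 2-fold higher: *arl-3*, *dyf-5*, *nhr-42*, *osta-1*, *ric-8*, T05C12.8, *tctn-1* and ZK682.7 (p = 1.1e-04 from Fisher's exact test, and p = 0.14 by camera). Since *tctn-1* is a transition zone gene that was missing from that list, these 8 are not free of known ciliary genes and the p rests partly on it. *ric-8* had signals of 444.4 and 1752.0 against 449.2 and 580.0, so its ratio of 2.13 rests on replicate 2 labelled *daf-19(-)*, without which its log2 fold change is -0.19. With a floor of 80 on both arrays labelled *daf-19(+)*, which removes genes for being dim there, 3 of 40 tested candidates were higher, and with a floor of 200 on 2 arrays 9 of 43. Without replicate 2 labelled *daf-19(+)* the odds ratio was 6.37.

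**Figure D3:**
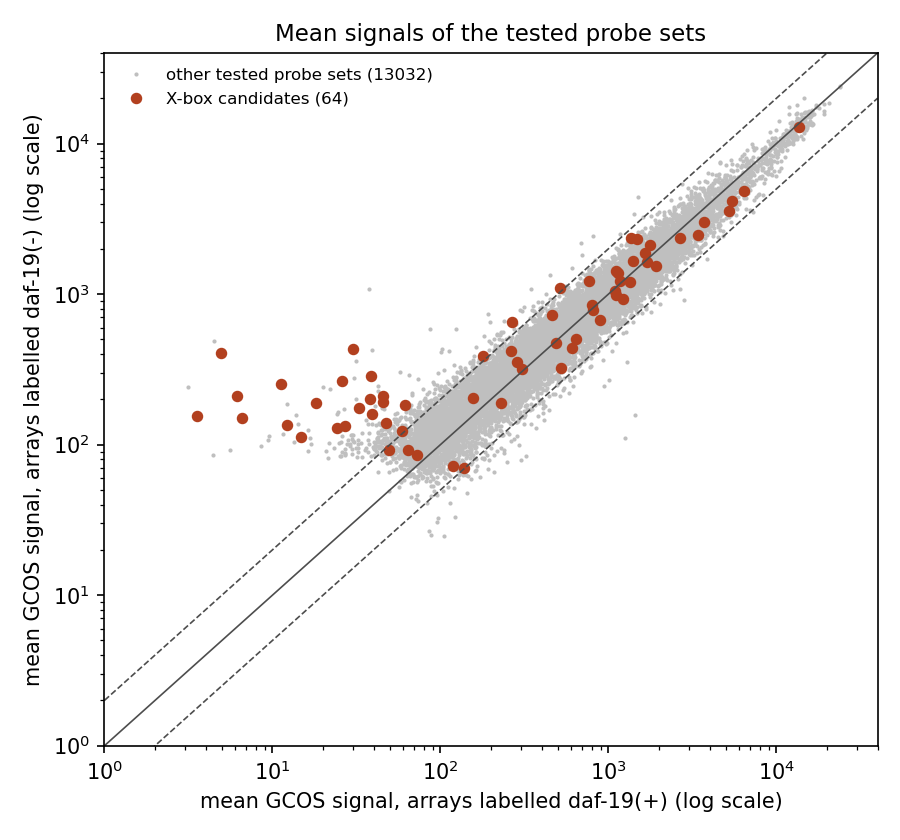
Mean GCOS signal of the 13096 tested probe sets on the arrays labelled daf-19(-) against that on the arrays labelled daf-19(+), both axes logarithmic and each mean of 2 arrays; red points are the 64 tested candidates, 1 probe set for each, the solid line marks equal signals and the dashed lines a ratio of 2. Of the red points 24 lie on or above the upper dashed line and 0 below the lower one.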

Among the 83 X-box-containing genes in Additional data file 2 that have human homologs, 61 genes have usable microarray results; 25 of these are enriched more than 2-fold in the *daf-19(+) *strains (Additional data file 2), suggesting that these X-box-containing *C. elegans *genes contain significantly (*p *= 7.6 × e^-9^, Fisher's exact test) overrepresented genes that are dependent on DAF-19 for expression compared to the genome-wide data. 

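Of the 11 genes listed in Table 2, 9 had a probe set that names the gene alone and passed the filter, and 8 of the 9 were at least 2-fold higher on the arrays labelled *daf-19(-)*, which Additional data file 3 heads *daf-12*. *osm-5*, an IFT complex B gene on chromosome X as Additional data file 3 annotates it, had a signal of 285 ± 87.8 (SD, n = 2) against 38.5 ± 9.69 (SD, n = 2) on its brighter probe set, a ratio of 7.39, and a ratio of 5.28 on the other. *che-2*, of the same complex and also on X, had 134 ± 11.0 (SD, n = 2) against 12.2 ± 14.1 (SD, n = 2), a ratio of 11.0. Of the Bardet-Biedl genes, *bbs-8*, on chromosome 5, had 113 ± 11.1 (SD, n = 2) against 14.7 ± 17.4 (SD, n = 2), a ratio of 7.70, and *bbs-5*, on chromosome 3, had 211 ± 2.97 (SD, n = 2) against 45.6 ± 33.2 (SD, n = 2), a ratio of 4.62. *bbs-2* did not reach the filter, and its mean signals give a ratio of 6.76.
From limma, the brighter probe set of *osm-5* passed, while *che-2* (log2 fold change 2.51, standard error 0.56, adjusted p = 0.0778), *bbs-8* (adjusted p = 0.11) and *bbs-5* (1.99, standard error 0.45, adjusted p = 0.0807) did not, and all 3 passed with the replicate number as a block. Over all of Table 2, 4 of 9 genes were higher by limma (8 when adjusted over the list alone) and 0 lower. The paper chose this list in part on these arrays, so its counts are not independent evidence of the direction. Signals under 80 on the arrays labelled *daf-19(+)* leave the size of these ratios uncertain, and with 1 array left out they ranged from 6.05 to 61.0 for *che-2*, from 4.19 to 47.2 for *bbs-8* and from 3.05 to 9.53 for *bbs-5*.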

Approximately half of all X-box containing genes that show both strong correlation in gene expression with *daf-19 *(PCC = 0.4) and whose expression requires *daf-19 *(ratio = 2.0) are well known cilium-specific genes, including *bbs-2*, *bbs-5*, *bbs-8*, *che-2 *and *osm-5 *(Table 2). The other genes in Table 2 represent strong candidates for ciliary genes.

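Among the remaining genes of Table 2, *bbs-9* (C48B6.8), a Bardet-Biedl gene on chromosome 1 as Additional data file 3 annotates it, had a signal of 154 ± 14.8 (SD, n = 2) on the arrays labelled *daf-19(-)*, which that file heads *daf-12*, against 3.55 ± 0.071 (SD, n = 2) on the arrays labelled *daf-19(+)*. This is a ratio of 43.5 (log2 fold change 3.12, standard error 0.55, adjusted p = 0.0203 from limma). *ifta-2* (T28F3.6), a Rab-like gene of the IFT particle on chromosome 4, had 265 ± 62.4 (SD, n = 2) against 25.8 ± 33.8 (SD, n = 2), a ratio of 10.3 (log2 fold change 3.02, standard error 0.56, adjusted p = 0.0288 from limma). *tctn-1* (E04A4.6), also on chromosome 4, had a ratio of 81.7. *ift-74* (C18H9.8), of IFT complex B on chromosome 2, had 133 ± 45.8 (SD, n = 2) against 26.9 ± 8.98 (SD, n = 2), a ratio of 4.96 (adjusted p = 0.12 from limma). Its partner *ift-81* (F32A6.2) had a ratio of 1.43 on its brighter probe set (adjusted p = 0.62 from limma) and of 5.97 on the other (adjusted p = 0.14 from limma). *ift-74* passed with the replicate number as a block, and the brighter probe set of *ift-81* did not.
The probe set of ZK418.3 (*tmem-17*), on chromosome 3, also names R01H2.8 in the platform annotation used here, so it was not counted for either gene. It had 243 ± 43.0 (SD, n = 2) against 19.9 ± 14.2 (SD, n = 2), a ratio of 12.2 (adjusted p = 0.0102 from limma). With 1 array left out the ratio of *bbs-9* ranged from 40.5 to 46.4, that of *ifta-2* from 5.33 to 139.5 and that of the ZK418.3 probe set from 8.09 to 24.5.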

### Identification of the *dyf-5 *gene

Since all studied *C. elegans *orthologs of known human *BBS *genes and other ciliogenic genes (for example, IFT genes) possess a dye-filling defect when disrupted, we were interested in determining whether any of the 93 genes in the candidate X-box gene dataset (Additional data file 2) correspond to previously described *C. elegans dyf *alleles that have not been cloned. To do this, we obtained the predicted genetic map locations for each of the candidate X-box genes and investigated whether they overlapped with the genetic intervals of uncloned *dyf *alleles [36] in the *C. elegans *genome. This analysis revealed three strong matches: *dyf*-*2*/ZK520.3, *dyf*-*5*/M04C9.5 and *dyf*-*10*/C48B6.8. One of these genes, *dyf-2*, was independently identified during the course of this project and was found to encode an IFT protein in another study [24]. The uncloned gene *dyf-10(e1383)*, maps to chromosome I:1.56 +/- 0.043 cM [36]. Since the C48B6.8 (gk471) deletion mutant we obtained from the *C. elegans *knockout consortium is dye-filling defective (data not shown) and maps within the genetic interval of *dyf-10(e1383)*, we tested the hypothesis that the two genes were the same. We sequenced the coding regions and intron-exon boundaries of C48B6.8 from the *dyf-10 *strain but found no mutations. Given the possibility of lesions in non-coding region(s) such as the promoter, we performed complementation analyses. C48B6.8 (gk471) mutant males were crossed to *dyf-10(e1383) *hermaphrodites, and the resulting progeny took up dye. Thus, the two mutations are likely to be in different genes, and *dyf-10 *remains uncloned. However, the finding that the C48B6.8 mutant exhibits a Dyf phenotype is consistent with the fact that it is the homolog of the recently identified *BBS9 *gene [28], as all *bbs *mutants tested to date have ciliary abnormalities and are Dyf [18,20].

In contrast to our efforts to clone *dyf-10*, we were successful in identifying the *dyf-5(mn400) *mutation, which was mapped by Wicks *et al*. [37]. Specifically, we found that *dyf-5(mn400) *animals carry a G→A point mutation in the second coding exon of M04C9.5, which creates a premature stop codon (TAG) in the predicted serine/threonine kinase domain of this gene (Figure 4). Importantly, the Dyf phenotype of *dyf-5(mn400) *mutants was rescued by transgenic expression of the wild-type M04C9.5 gene (data not shown). Furthermore, the *dyf-5(mn400) *and M04C9.5 (ok1170) genes failed to complement each other based on a Dyf assay, consistent with each strain carrying mutations in the same gene. Taken together, these data provide strong evidence that we have identified the *dyf*-5 gene. M04C9.5 encodes a previously uncharacterized but evolutionarily conserved serine/threonine kinase that, consistent with its likely role in cilia formation/function, has been identified in human and *Chlamydomonas *ciliary proteomes [38,39].

## Discussion

The aim of this project was to identify novel ciliary/ciliopathy genes by using a comparative genomics approach that exploits emerging sequence and sequence annotation data of related animal species. Here, we have identified an extensive list (total 93) of candidate X-box regulated genes, of which approximately one-third are known X-box-regulated/ciliary genes. Many, or even the majority, of these candidate ciliary genes when mutated may cause a dye filling defect. Since the majority (83 out of 93) of the candidate X-box-regulated genes in *C. elegans *have readily identifiable human orthologs (Additional data file 2), it would be productive to screen patients with known ciliopathies, such as BBS, for mutations affecting some of these genes. In addition, based on the correlation between the Dyf phenotype and ciliary gene function, the regulation of such genes by the X-box-binding DAF-19 transcription factor, and the conservation of such motifs across sister *Caenorhabditis *genomes, we have successfully cloned *dyf-5 *and identified at least one other *dyf *gene, namely ZK520.3 for *dyf-2*, which has been characterized elsewhere [24]. The cloning of these *dyf *genes has demonstrated the effectiveness of the combined comparative genomics and genetics analysis approach presented here. The newly cloned *dyf-5 *gene may be a *C. elegans *ortholog of a yet unidentified human *BBS *or other ciliopathy-associated gene since all studied *C. elegans *orthologs of known human *BBS *genes result in a Dyf phenotype when disrupted [18,20,40].

Because transcriptional regulatory motifs are generally short (less than 20 bp) and degenerate, many thousands of potential binding sites for any given transcription factor are expected to be found by chance [41] and this poses a great challenge in identifying *bona fide *binding sites, especially in large eukaryote genomes. Our approach overcomes such a challenge by using comparative genomics and the recent availability of multiple sister *Caenorhabditis *genomes. In the context of identifying transcription factor binding sites and target genes, such an approach is arguably advantageous compared to approaches that rely on co-expression, which can be coincidental or even secondary to a common transcriptional regulatory pathway and thus lead to a high rate of false positives. Indeed, many of the 466 daf-19 regulated genes identified in this study by microarray expression profiling do not contain the X-box motif in their promoters and are not necessarily directly regulated by DAF-19. Furthermore, comparative genomics is advantageous because it does not encounter problems of data noise and biased sampling associated with functional genomics projects. On the other hand, the comparative genomics based strategy reveals only highly conserved motifs while others are regarded as false positives and discarded accordingly. 

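Most genes with a 2-fold rise on the arrays labelled *daf-19(-)*, which Additional data file 3 heads *daf-12*, are on none of the X-box or ciliary lists: of 320 such genes, 39 are. The lists used for this count include the genes that the paper named from these arrays, such as C33A12.4. This share does not speak against an enrichment, since 37.5% of the 64 tested X-box candidates rose, against 3.06% of the other tested genes. The genes outside the lists include *col-84*, a cuticle collagen, with a ratio of 4.36 (adjusted p = 0.18 from limma), *cpr-1*, an intestinal protease gene, with a log2 fold change of 1.09 (adjusted p = 0.24), and *mec-4*, a channel of touch neurons, with a ratio of 2.33 (adjusted p = 0.28). These 3 did not pass limma, with or without the replicate number as a block, but 23 of the genes with a 2-fold rise outside the X-box and ciliary lists did. Among them are F08F1.3 (log2 fold change 2.77, adjusted p = 0.0109 from limma) and *asns-2*, an asparagine synthetase gene (1.24, adjusted p = 0.00593). R102.2 (2.18, adjusted p = 0.0204) and *dyf-18*, of the dye-filling gene class (1.95, adjusted p = 0.0290), are others. The lists thus may not hold every ciliary gene, and a gene outside them need not lack a ciliary role. 102 genes were 2-fold lower, of which 0 are X-box candidates. Quantile normalization left 204 probe sets higher and 232 lower. It evens out an excess of rises whatever its cause, so it cannot tell whether scaling made this one. The promoters themselves were not searched for X-boxes here. The X-box lists stand only for the training genes and for the candidates with human homologs that the paper reports. The ciliary lists also hold genes that are on no X-box list, so list membership does not stand for an X-box.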

One caveat of this rather conservative filtering procedure is that species-specific binding motifs, or more divergent motifs, are mistakenly discarded, leading to a non-negligible false negative rate. Therefore, the candidate X-box regulated genes identified in this project may only represent a portion of the entire set of *bona fide *X-box regulated genes in *C. elegans*. In fact, there are still seven *dyf *genes (*dyf-4*, *dyf-7*, *dyf-8*, *dyf-9*, *dyf-10*, *dyf-11 *and *dyf-12*) in *C. elegans *that remain to be identified. However, we should be aware that not all of the uncloned *dyf *genes are DAF-19 and X-box dependent (for example, genes such as *daf-6 *[42] that are expressed in the sheath cell or socket cell when mutated can also lead to the Dyf phenotype). To clone these *bona fide *X-box-regulated *dyf *genes and identify additional X-box regulated genes, some of which might be uncloned *osm *or *che *genes, we will need to have a more detailed understanding of the properties of X-box motifs, including the variation, preferred position in the promoter, and interaction with other binding motifs. Some of these questions will be at least partially addressed after we have validated more of our candidate X-box-containing genes in *C. elegans*. This study and previous studies [6,10,16,17] have found that the majority of known X-boxes are located within 250 bp upstream of the translational start site (ATG). However, many genuine X-boxes reside far outside of this optimal region, further suggesting that other factors or properties of X-boxes that are critical for their functions remain to be identified.

Additionally, improvement in gene curation and the emergence of more related sequenced genomes, including *Caenorhabditis japonica *and CB5161, will undoubtedly serve to reduce false negative hits and reveal more targets. Lastly, functional genomics approaches, including ChIP-Chip [43], SACO [44], or ChIP-PET [45,46] technologies, will help to identify more novel candidate genes, in particular species-specific ones.

## Conclusion

Our study demonstrates how comparative genomics is a powerful tool for facilitating identification of novel genes and positional cloning. In this study, we exploited the prior understanding of known *BBS *genes, the *C. elegans *dye filling defect phenotype, and, most importantly, the presence of a shared synteny of regulatory (X-box) motifs among conserved genes. It will be of great interest to pursue the characterization of the many X-box containing genes identified in this study, in particular with respect to their possible involvement in ciliary function and as candidates for BBS/ciliopathy-associated genes.

## Materials and methods

### Data mining and gene finding

Genomic sequences and gene annotations of *C. elegans *and *C. briggsae *were obtained from WormBase stable release WS150 [32]. Genomic sequences of *C. remanei *were obtained from the ftp site of the development site of WormBase. Since the *C. remanei *genome sequencing project is still in progress, a consensus gene set is not yet available. To annotate the PCAP-assembled [47]*C. remanei *genome, a homology-based gene finding program Exonerate (version 1.0.0) [48] was used. All sequence and annotation data were dumped into and retrieved from a MySQL database using the Bio::DB::GFF schema [49], and were viewed using the Generic Genome Browser [49].

### HMMER and motif finding

The HMMER program package was downloaded from Sean Eddy's website [21,50]. Release version HMMER 1.8.5 was used because it has been tested and extensively used for DNA sequence analysis. Fifteen X-box motifs (from thirteen genes, shown in Additional data file 1) were aligned using the program ClustalW [51] before being fed to the hmmb and hmmfs programs for creating an HMM profile and searching instances of X-box motifs, respectively. Results were parsed and loaded into the Bio::DB::GFF database for further analysis.

### SAGE analysis

SAGE libraries were downloaded from the British Columbia *C. elegans *Gene Expression Consortium, Canada [33,34]. Before being used for gene expression analysis, SAGE tags were filtered for usable tags. Each of these usable tags can be unambiguously mapped to a single gene model and its tag frequency has to be five or more in at least one of the SAGE libraries. The density curves for PCC values were generated using the statistics package R [52] as reported previously [34].

### Promoter::GFP transgenic strains

The engineering procedure was as described in our previous publications [53,54]. Briefly, the GFP coding sequence was 'stitched' together with the promoter of the gene of interest following the procedure developed by Oliver Hobert [55], followed by injection of the constructs into *dpy-5 *worms [56]. A wild-type *dpy-5 *gene was co-injected. F2 *dyp-5(+) *worms were subsequently selected, and then placed under the microscope for analysis of GFP signals.

### Transgenic rescue

A rescuing construct for M04C9.5 was generated by PCR amplifying a 3,773 bp fragment of N2 genomic DNA encompassing the M04C9.5 gene and flanking sequences using the primers: M04C9.5F2 5' GAAAAAAAAGTATTTGTAACG3' and M04C9.5R2 5' GGATATTTCAGCACCATGAG 3'. Microinjection was performed as described [57]. Briefly, 50 ng/μl of rescuing construct along with 100 ng/μl of pCeh361 (a *dpy-5 *rescuing plasmid [56]) and 20 ng/μl of pmyo-2::GFP (dominant marker, gift from A Fire in Stanford University) was co-injected into *dpy-5(e907) *worms. The M04C9.5 rescuing constructs were crossed into the *dyf-5(mn400) *mutant background and assayed for rescue of the dye-filling defective phenotype by DiI staining [36].

### Gene sequencing

The same PCR fragments used for transgenic rescue were used for sequencing of the M04C9.5 genomic regions. The constructs were subsequently PCR purified and sent to Macrogen [58] for sequencing. Sequencing primers are included in Additional data file 4.

### Complementation test

The complementation test between *dyf-5(mn400) *and M04C9.5 (*ok1170*) and between *dyf-10(e1383) *and C48B6.8 (*gk471*) were performed as described [36]. Phenotypes were assessed by DiI dye filling [36].

### DAF-19 microarray expression profiling

#### Embryo preparation

*daf-19(-) *animals (*daf-19(m86)*;*daf-12(sa204)*) and *daf-19(+) *animals (*daf-12(sa204)*) were grown to adult stage on solid media. Note that the *daf-12(sa204) *mutation suppresses the Daf-c phenotype of *daf-19(m86)*, thereby allowing us to obtain large populations of *daf-19(-) *worms. Eggs were prepared from gravid adults using a hypochlorite treatment [59], resuspended in 10 mM Tris-EDTA (pH 7.5) and stored at -80°C.

#### RNA isolation, analysis and labeling

Thawed embryos were disrupted using syringes fit with a 26-gauge needle. Total RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, California, USA) coupled with phase lock gel tubes (Eppendorf, Hamburg, Germany). Extracted RNA was subjected to rigorous quality assessment and quantification using the RNA Nano LabChip Kit (Agilent Technologies, Santa Clara) with the 2100 Bioanalyzer (Agilent Technologies). Numerical measures of RNA quality (rRNA ratio, RNA integrity number) were employed to ensure the high quality of extracted RNA. Good quality total RNA (5 micrograms) was subjected to a standard eukaryotic target preparation protocol as detailed in the *GeneChip Expression Analysis Technical Manual *(provided by Affymetrix, Santa Clara, California, USA) [60].

#### GeneChip hybridization, washing, staining, and scanning

A hybridization cocktail mixture was made for each labeled RNA sample. Each cocktail included spikes of GeneChip hybridization controls, which served as measures of hybridization quality and array performance. Each sample was subsequently hybridized to an Affymetrix GeneChip *C. elegans *genome array. This high-density GeneChip simultaneously probes for over 22,500 *C. elegans *transcripts. Sixteen-hour hybridizations were performed in a GeneChip Hybridization Oven 640, followed by automated washes and staining in a GeneChip Fluidics Station 450 controlled by GeneChip operating software (GCOS). The procedure involved a single stain protocol using a streptavidin-phycoerythrin conjugate coupled with antibody amplification of fluorescent signal. Lastly, scanning and image capture were done with a solid-state green laser GeneChip Scanner 3000.

#### Raw data processing and technical quality assessments

The raw array images were visually inspected for artifacts and for proper grid-alignment. Data processing followed using GCOS software, with a chip-by-chip analysis to assess global trends in expression data. For each analysis, signal intensities were scaled to All Probe Sets with a Target Signal setting of 500, the Normalization Value was set to 1, and default settings were used for the remaining expression analysis parameters. Relative scaling factors, average background and noise values were confirmed to be within ranges considered satisfactory as per the *Affymetrix Data Analysis Fundamentals *manual (provided by Affymetrix) [61]. Signals from spiked hybridization controls were checked to ensure that the limits of assay sensitivity were achieved. Ratios of the 3' versus 5' probe sets for selected endogenous transcripts (beta-actin and GAPDH), ideally approaching a value of 1, were checked to ensure efficiencies in cDNA synthesis and *in vitro *transcription reactions. Chips meeting all these quality metrics were passed for higher level analysis. Microarray datasets used for this project have been submitted to the Gene Expression Omnibus (GEO) database [62]. The GEO accession numbers are GSE6563 (project number), GSM151745 (*daf-19(m86)*;*daf-12(sa204)*, GSM151746 (*daf-19(m86)*;*daf-12(sa204)*), GSM151747 (*daf-12(sa204)*), and GSM151748 (*daf-12(sa204)*).

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 is a table listing previously identified X-box motifs in *C. elegans*. These motifs were used as input to generate an HMM profile for finding novel X-box motifs. Additional data file 2 is a table listing known and newly identified X-box-regulated genes in *C. elegans*. Additional data file 3 is a table listing Affymetrix microarray analysis results. Additional data file 4 is a list of sequencing primers for identifying *dyf-5*.

## Supplementary Material

Additional data file 1 These motifs were used as input to generate an HMM profile for finding novel X-box motifs. Click here for file

Additional data file 2 Known and newly identified X-box-regulated genes in *C. elegans*. Click here for file

Additional data file 3 Affymetrix microarray analysis results. Click here for file

Additional data file 4 Sequencing primers for identifying *dyf-5*. Click here for file

## Figures and Tables

**Figure 1:**
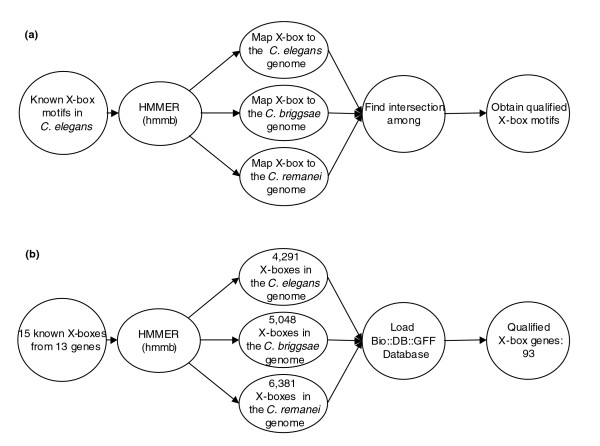
Procedure and searching results. **(a) **Procedure for identifying genes that are expressed in ciliated neurons in *C. elegans*. Known X-boxes used in this procedure are listed in Additional data file 1. The program hmmb was used to build an HMM profile, which was then used to search the promoter sequences using the program hmmfs. **(b) **The Generic Genome Browser and Bio::DB::GFF database [49] were used for finding candidate X-boxes and X-box regulated genes.

**Figure 2:**
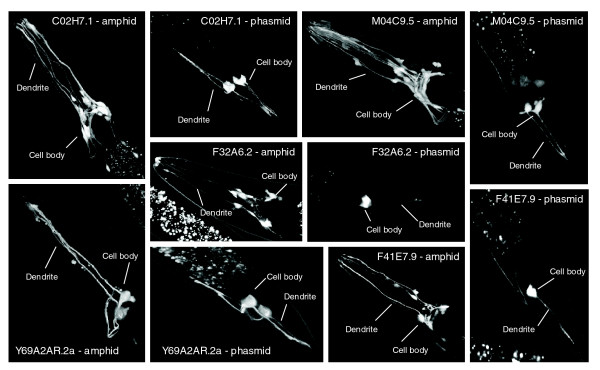
The X-box-containing genes Y69A2AR.2a, C02H7.1, F41E7.9, F32A6.2 and M04C9.5 are expressed exclusively within ciliated cells. Shown are green fluorescent protein (GFP) fluorescence images of the head (for example, amphid cell region) and tail (for example, phasmid cell region) regions of worms expressing transcriptional GFP reporters to the indicated genes. In all cases, expression is observed only within ciliated neuronal cells such as the amphid head cells and the phasmid tail cells.

**Figure 3:**
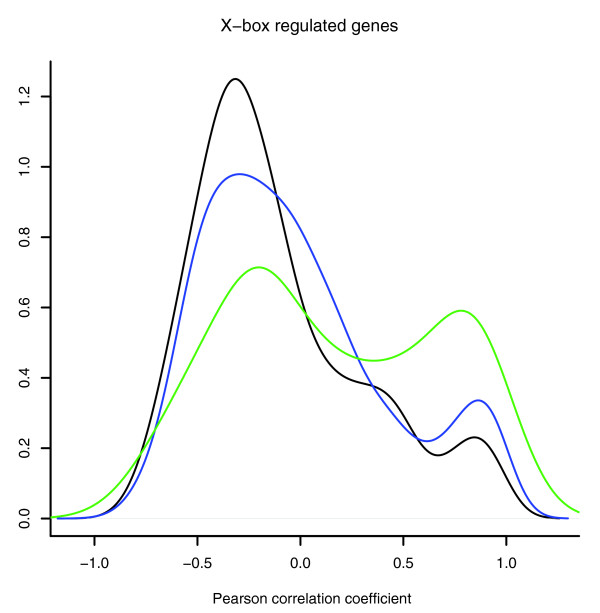
The candidate gene dataset (Additional data file 2) is enriched with genes whose SAGE tag expression profile positively correlates with that of *daf-19*. 'Random genes' (black line) represents the correlation profile in gene expression between *daf-19 *and a random set of 1,000 genes in *C. elegans*; 'before filtration' (blue line) represents the correlation profile between DAF-19 and a raw list of genes that contain all putative X-box motifs in their promoters; and 'after comparative filtration' (green line) represents the correlation profile between DAF-19 and the set of filtered genes that contain X-box motifs in orthologous genes in three *Caenorhabditis *species.

**Figure 4:**
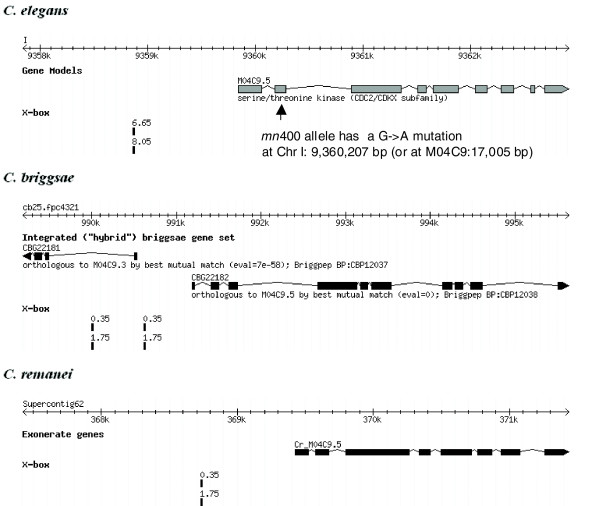
Identification of X-box regulated genes facilitated the cloning of the *C. elegans *dye filling defective gene, *dyf-5*. M04C9.5 in *C. elegans *and its orthologs in *C. briggsae *(CBG22182) and *C. remanei *(Cr_M04C9.5) all have X-box motifs in their promoters. The *C. elegans *candidate gene M04C9.5 matches the genetic position of *dyf-5*. Sequencing of M04C9.5 in the *dyf-5 *strain revealed that it carries a G→A point mutation in its second coding exon, which generates a nonsense mutation and, therefore, causes a premature termination in translation. Numbers next to X-box motifs are their HMM scores. This figure was drawn using the Generic Genome Browser [49].

**Table 1:** Expression patterns of known and putative X-box containing *C. elegans *genes revealed by promoter::GFP transgenic analyses

Gene	Locus	SAGE	Microarray	Previous X-box prediction		WormBase description/annotation	Anatomical expression
						
				Blacque *et al*. [17]	Efimenko *et al*. [16]		
C02H7.1	-	-	-	+	+	Microtubule-binding protein MIP-T3	ADF, ADL, AFD, ASG, ASH, ASI, ASJ, ASK, AWB, PHA, PHB, URX [22]; head neurons, amphid, tail neurons, phasmid [17]
C04C3.3*	-	-0.15	0.9		+	Pyruvate dehydrogenase E1, beta subunit	Pharynx, body wall muscle, head neurons, tail neurons
C27A7.4	*che-11*	0.21	3		+	Intraflagellar transport 140 homolog	Many, most, all ciliated neurons [16,18,63,64]
C38D4.8	*arl-6 *(*bbs-3*)	-	-			ADP-ribosylation factor-like protein 6 (BBS3)	Head neurons, tail neurons [8]
D1009.5	*dylt-2 *(*xbx-2*)	0.31	10.4	+	+	Dynein light chain	Many, most, all ciliated neurons [16]
F02D8.3	*xbx-1*	-	22.7		+	Dynein 2 light intermediate chain, isoform 1	Many, most, all ciliated neurons [16,65]
F09G2.8*	-	0.86	-			Phospholipase D3, isoform 1	Pharynx, head neurons
F20D12.3	*bbs-2*	0.89	-	+	+	Bardet-Biedl syndrome 2 protein	Many, most, all ciliated neurons [10,16]
F32A6.2*	-	0.87	6	+		Splice isoform 2 of intraflagellar transport 81	Head neurons, tail neurons
F38G1.1	*che-2*	0.82	11	+	+	Intraflagellar transport 80 homolog	Many, most, all ciliated neurons [6,66]
F40F9.1a	*xbx-6*	-0.41	-			Fas apoptotic inhibitory molecule 2	Body wall muscles, pharyngeal muscles, ventral nerve cord, phasmids [16]
F41E7.9*	-	-	-		+	Mitogen-activated protein kinase kinase kinase kinase 4 isoform 2	Head neurons, tail neurons, hypodermis
K07G5.3	-	-	22.6	+		C2 Ca^2+^-binding motif-containing protein	Head neurons, tail neurons [17]
M04C9.5*	*dyf-5*^†^	-	5.3		+	Serine/threonine-protein kinase MAK	Amphids and phasmids
R01H10.6	*bbs-5*	0.95	4.6	+	+	Bardet-Biedl Syndrome 5 protein	Many, most, all ciliated neurons [9,16]
R31.3	*osm-6*	-0.11	34	+	+	Intraflagellar transport 52 homolog	Many, most, all ciliated neurons [6,67]
T25F10.5	*bbs-8*	0.46	7.7		+	Bardet-Biedl Syndrome 8 protein	Many, most, all ciliated neurons [10,16,18]
T27B1.1	*osm-1*	-	4.3	+	+	Predicted intraflagellar transport raft protein	Many, most, all ciliated neurons [6,68]
Y105E8A.5	*bbs-1*	0.56	5.3	+	+	Bardet-Biedl syndrome 1 protein	Many, most, all ciliated neurons [10,16]
Y110A7A.20*	-	-	-		+	Intraflagellar transport protein 20 homolog	Head neurons, tail neurons [17]
Y37D8A.17	-	-	-		+	Uncharacterized integral membrane protein	Pharynx
Y41G9A.1	*osm-5*	0.58	5.3	+	+	Tg737/IFT88 protein	Many, most, all ciliated neurons [10,16,69]
Y69A2AR.2a*	*ric-8*	-0.21	-			Signaling protein RIC-8/synembryn	Amphids and phasmids
Y75B8A.12	*osm-12 *(*bbs-7*)	-	2.1		+	Bardet-Biedl Syndrome 7 protein	Many, most, all ciliated neurons [10,16]
ZK520.3	*dyf-2*^†^	-	16.6			WD repeat membrane protein	Amphids, tail neurons [23]

*Genes in these rows are uncharacterized X-box containing genes. ^†^Connections between gene names (for example, M04C9.5) and locus names (for example, *dyf-5*) were made in this project. The unreferenced expression data were taken from the *C. elegans *Gene Expression Consortium database [33].

**Table 2:** *C. elegans *genes that contain X-box motifs in their promoters, are positively correlated with *daf-19 *in gene expression, and have reduced expression in *daf-19*(-) strains

*C. elegans *gene	Locus	SAGE	Microarray	Human	Human genomic coordinates (chromosome:start..end)	Cytogenetic	Description
C18H9.8	-	0.43	5	ENSP00000262247	9:26946410..27052802	9p21.2	Intraflagellar transport 74 homolog
C48B6.8	(*bbs-9*)	0.75	43.5	ENSP00000313122	7:32942414..33418920	7p14.3	Bardet-Biedl syndrome 9 protein
E04A4.6	-	0.97	81.7	ENSP00000265993	10:97413166..97443890	10q24.1	Hypothetical protein C10orf61
F20D12.3	*bbs-2*	0.89	6.8	ENSP00000245157	16:55075801..55111696	16q12.2	Bardet-Biedl syndrome 2 protein
F32A6.2	-	0.87	6	ENSP00000355372	12:109024940..109118751	12q24.11	Intraflagellar transport 81 homolog
F38G1.1	*che-2*	0.82	11	ENSP00000312778	3:161457490..161600022	3q25.33	Intraflagellar transport 80 homolog
R01H10.6	*bbs-5*	0.95	4.6	ENSP00000295240	2:170161500..170188671	2q31.1	Bardet-Biedl syndrome 5
T25F10.5	*bbs-8*	0.46	7.7	ENSP00000339486	14:88360731..88414084	14q32.11	Bardet-Biedl syndrome 8 protein
T28F3.6	*Ifta-2*	0.83	10.3	ENSP00000320359	7:100550084..100558512	7q22.1	RAB5-like protein
Y41G9A.1	*osm-5*	0.58	5.3	ENSP00000323580	13:20038585..20163314	13q12.11	Tg737/IFT88 protein
ZK418.3	-	0.46	12.2	ENSP00000335094	2:62639421..62645127	2p15	Transmembrane protein 17

*daf-19 *gene expression was as ascertained by SAGE. Reduced expression in *daf-19*(-) strains was determined by microarray.

# Supplementary material for: Identification of ciliary and ciliopathy genes in Caenorhabditis elegans through comparative genomics
**Source:** Genome Biol. 2006 Dec 22;7(12):R126. doi: 10.1186/gb-2006-7-12-r126
**Supplement:** Additional data file 1 — These motifs were used as input to generate an HMM profile for finding novel X-box motifs.

**Additional data file 1:** Known X-box motifs used to generate an HMM profile for searching

| F33H1.1a | *daf-19* | **GTTTCCATGGAAAC** |
| --- | --- | --- |
| F02D8.3 | *xbx-1* | **GTTTCCATGGTAAC** |
| Y105E8A.5 | *bbs-1* | **GTTCCCATAGCAAC** |
| F20D12.3 | *bbs-2* | **GTTTCGATGTAAAC** |
| F20D12.3 | *bbs-2* | **GTATCCATGGCAAC** |
| Y75B8A.12 | *bbs-7* | **GTTGCCATAGTAAC** |
| T25F10.5 | *bbs-8* | **GTACCCATGGCAAC** |
| F38G1.1 | *che-2* | **GTTGTCATGGTGAC** |
| F59C6.7 | *che-13* | **GTTGCTATAGCAAC** |
| T27B1.1 | *osm-1* | **GCTACCATGGCAAC** |
| Y41G9A.1 | *osm-5* | **GGTGCCATGGCAAC** |
| Y41G9A.1 | *osm-5* | **GTTACTATGGCAAC** |
| R31.3 | *osm-6* | **GTTACCATAGTAAC** |
| Y37E3.5 |  | **GTAACTATGGCAAC** |
| C38D4.8 | *arl-6* | **GTTTCCATGGTTAC** |

# Supplementary material for: Identification of ciliary and ciliopathy genes in Caenorhabditis elegans through comparative genomics
**Source:** Genome Biol. 2006 Dec 22;7(12):R126. doi: 10.1186/gb-2006-7-12-r126
**Supplement:** Additional data file 2 — Known and newly identified X-box-regulated genes in C. elegans.

**Additional Table 2:** Known and candidate x-box regulated genes

# Supplementary material for: Identification of ciliary and ciliopathy genes in Caenorhabditis elegans through comparative genomics
**Source:** Genome Biol. 2006 Dec 22;7(12):R126. doi: 10.1186/gb-2006-7-12-r126
**Supplement:** Additional data file 4 — Sequencing primers for identifying dyf-5.

**Additional data file 4:** Sequencing Primers

M04C9.5 F2: GAAAAAAAAGTATTTGTAACG

M04C9.5 F3: CTTTTCTGTCTGCAATTATG

M04C9.5 F4: GCATAAGTCACAAAAATACG

M04C9.5 F5: GGACAATTGGATGCATTTTC

M04C9.5 F6; CAATTCTTGGAACTCCAAAT

M04C9.5 F7: GTGCAGCTTCAGTTAAAAGTG

M04C9.5 F8: CAACAACCAGCCAAAGTTATT

M04C9.5 F9: CGTCGTTTTGTTCTTCTCAT

M04C9.5 F10: CTCATGGTGCTGAAATATCC

M04C9.5 R2: GGATATTTCAGCACCATGAG

M04C9.5 R3: ATGAGAAGAACAAAACGACG

M04C9.5 R4: AATAACTTTGGCTGGTTGTTG

M04C9.5 R5: CACTTTTAACTGAAGCTGCAC

M04C9.5 R6: ATTTGGAGTTCCAAGAATTG

M04C9.5 R7: GAAAATGCATCCAATTGTCC

M04C9.5 R8: CGTATTTTTGTGACTTATGC

M04C9.5 R9: CATAATTGCAGACAGAAAAG

M04C9.5 R10: CGTTACAAATACTTTTTTTTC

How the deposited data were processed for this re-analysis (not part of the article)

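RNA of *C. elegans* embryos was measured on 4 Affymetrix *C. elegans* genome arrays, 2 labelled *daf-19(-)* and 2 labelled *daf-19(+)*, with replicates numbered 1 and 2 in each group. The authors scanned the chips, processed them with GCOS (version not given in the sources used here) and scaled each chip to a target signal of 500 over all probe sets. The deposited values are these signals, on a linear intensity scale, and the 2% trimmed mean of each array is 500.1. Nothing else was done between chips, and detection calls were not used here.

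The arrays hold 22625 probe sets, of which 77 are controls and were left out. Of the other 22548, the platform annotation names 1 gene for 20766, several for 887, and does not list 895, which are unnamed here; 20701 of those naming 1 gene were matched to RefSeq genes for current symbols. They cover 17138 genes. Probe sets with a signal of 80 or more on at least 2 of the 4 arrays were tested, 13096 in all, and 9452 were too dim. For gene counts and gene lists each gene was represented by its probe set with the highest mean signal, which gave 9728 genes. 0 columns of values were left unused.

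The main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend) on log2(signal + 16), two-sided, with Benjamini-Hochberg adjusted p under 0.05. Fold changes on the log2 scale use the offset of 16, and ratios of mean signals do not. The ratio is that of summed signals, as in Additional data file 3, where 1998 of 1998 rows used here hold it within 0.1 percent, and the threshold is 2, as in the paper. Gene lists of 5 or more tested genes were compared with camera, with a preset correlation of 0.01, and adjusted over the lists. With an estimated correlation, an alternative, camera also takes its degrees of freedom from the few arrays. The larger p-values of that alternative therefore do not measure the correlation of a list alone. The X-box candidates were tested with a two-sided Fisher's exact test against all other tested genes. No test for the arrays is named in the paper's text besides Fisher's exact test.

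The gene lists were the X-box training genes, the X-box candidates, Tables 1 and 2, the genes the text names on the arrays, IFT complexes A and B, IFT motors, Bardet-Biedl genes, transition zone genes, chemosensory signalling, touch neuron, pan-neuronal, glia, muscle, intestine, hypodermis, germline and maternal, early zygotic, late embryo, vitellogenin, major sperm protein, stress, dauer, ribosomal protein, histone, neuropeptide, chemoreceptor, nuclear hormone receptor, collagen, C-type lectin and guanylyl cyclase genes. Named genes are those the paper names in its text on the arrays, in Tables 1 and 2 and in Additional data file 1, the 10 largest rises and 10 largest drops among called probe sets with the same sign in both experiments, and of each list the 4 members with the largest absolute log2 fold change. Lists, design, rule and alternatives were fixed before the data were examined, except where stated; values in the paper's tables had been seen.

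Samples were grouped by their deposited labels, which Additional data file 3 contradicts. Results are stated for the arrays as labelled, with the other naming given beside them. The replicate numbers pair the samples, since the paper describes a pair of experiments and Additional data file 3 computes a fold within each. Differences between replicates 1 and 2 correlated at 0.12 across 13096 probe sets between the groups, and the fit with the replicate number as a block is given beside the counts and the calls of named genes. In that fit limma found no spread of the variances around their trend, so its p-values rest on the trend alone.

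On simulated data for the labelled *daf-19(-)* against *daf-19(+)* comparison, with 13096 probe sets and 20 simulations, limma recovered 40.8% of probe sets changed 2-fold, 93.8% of those changed 4-fold and 100% of those changed 8-fold or 16-fold, with a false share of 5.02%. Camera called 20 of 20 changed lists and 0 unchanged ones. Simulated changes were placed only in probe sets above a cutoff of mean log2 signal, which dim genes such as *osm-6* and *che-2* do not reach. The recovered shares therefore do not hold for such genes. Noise was drawn independently for each probe set, so the camera counts do not cover lists of correlated genes. The alternatives tried were other filters, quantile normalization, other offsets, no variance trend, the replicate block, other ways to combine the experiments or a gene's probe sets, no shared probe sets, each array left out, and an estimated correlation in camera. A scan of promoters for the X-box was planned but not run, because no genome was used here. The precision is limited by 2 arrays in each group.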

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

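The tests of the patterns weighed here were chosen after the results were seen, except the one of scaling on the tissue and stage lists. All values are for the arrays labelled *daf-19(-)* over, or minus, those labelled *daf-19(+)*.

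The paper does not discuss the 11 probe sets that were lower on the arrays labelled *daf-19(-)* by limma. The lowest ratio among them, 0.0877, belongs to *rnh-1.3*, a ribonuclease H gene, with signals of 78.2 and 143.2 against 1353.9 and 1170.0 (adjusted p = 5.1e-05). *idpp-2* had a ratio of 0.11, with signals of 169.5 and 144.1 against 1439.3 and 1421.8 (adjusted p = 2.0e-05). With 1 array left out the ratio ranged from 0.0620 to 0.113 for *rnh-1.3* and from 0.101 to 0.118 for *idpp-2*. Of the others named by the rule, F42A9.6 had a ratio of 0.263, ZK1025.3 0.268, *fbxb-90* 0.379 and K02B12.2 0.489, and probe sets naming ZK1025.8 with ZK1025.2 and Y43F11A.4 with Y43F11A.1 had 0.420 and 0.421. With 1 array left out the ratio ranged from 0.216 to 0.335 for F42A9.6, from 0.214 to 0.359 for ZK1025.3, from 0.355 to 0.407 for *fbxb-90* and from 0.435 to 0.542 for K02B12.2. It ranged from 0.397 to 0.445 for the probe set naming ZK1025.8 and from 0.345 to 0.539 for the one naming Y43F11A.4.

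Among the largest rises was that of *dyb-1*, which is on none of the ciliary lists and not discussed in the paper, with a ratio of 108.6, from 489 ± 56.1 (SD, n = 2) against 4.5 ± 3.96 (SD, n = 2) (adjusted p = 9.6e-05 by limma). Y41E3.5 had a ratio of 76.8, from 242 ± 29.0 (SD, n = 2) against 3.15 ± 1.77 (SD, n = 2) (adjusted p = 0.00298 by limma). Signals this far under the floor of 80 leave the size and the rank of both ratios uncertain, which ranged from 66.9 to 287 for *dyb-1* and from 55.0 to 127 for Y41E3.5 with 1 array left out.

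The first pattern is that ciliary genes and *daf-19* were higher on the arrays labelled *daf-19(-)*, opposite to the study's direction. That 1 array of each group carries the other's name is argued against by the training genes, of which 11 of 11 were higher on the array labelled *daf-19(-)* in both experiments. An exchange of both genotype names between the labels and Additional data file 3 has the values it needs, since the smallest number of rows in which a column of that file equals an array of the other label is 1998 of 1998. These rows show that the namings conflict, not which is wrong. Right labels with X-box genes higher without DAF-19 predict the same 10 training genes with a 2-fold rise as wrong labels do. The arrays alone therefore cannot decide, and that stays open. Earlier work that the paper cites, with DAF-19 required for building cilia, runs toward the names of Additional data file 3.

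The second pattern is the excess of 2-fold rises over drops. Quantile normalization brought the share of rises to 46.8%, but it gives the 4 arrays 1 distribution and would even out such an excess whatever its cause, so it cannot tell whether scaling caused it. Scaling is argued against as the whole cause of the rise of X-box candidates, of which 22 were 2-fold higher after quantile normalization, against 24 before. No biological explanation of the excess was tested.

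The early zygotic genes, which the paper does not discuss, had a median log2 fold change of -0.55, and 9 of 22 were lower and 1 higher when adjusted over the list alone. The third pattern is this fall together with that of histone and maternal genes and the rise of neuronal, muscle, intestine, collagen and late embryo genes; as a score of 172 late minus 87 early genes, it was 0.34 and 0.35 on the arrays labelled *daf-19(-)*, and -0.77 and 0.07 on replicates 1 and 2 labelled *daf-19(+)*. Scaling is argued against, since 93.9% of the difference between the groups was left after quantile normalization. Older embryos in the preparations labelled *daf-19(-)* were to show a difference above that between replicates, and this bound was missed: the groups differed by 0.70 and the replicates labelled *daf-19(+)* by 0.83, but a difference within the spread of 2 arrays excludes nothing, so age and genotype cannot be told apart. An explanation added only after these 4 scores and that miss were seen, younger embryos in replicate 1 labelled *daf-19(+)*, rests on the gap of 0.83 between it and the next array, which any other difference of that preparation could give. For the ciliary genes, 35 IFT, Bardet-Biedl and transition zone genes exceeded 33 pan-neuronal genes by 1.47 in mean log2 fold change (permutation p = 1e-05, the smallest that 100000 permutations can give). The permutation shuffled genes as if independent, though all were read on the same 4 arrays, so its p does not measure the spread between preparations. The excess argues only against an age shift of the same size in both groups of genes. Nothing here shows that age would shift both groups equally, so age is not excluded.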

How the results depend on the processing

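The naming of the arrays in Additional data file 3 and the floor on the arrays labelled *daf-19(-)* were chosen after the data were seen. Counts are given as higher and lower on the arrays labelled *daf-19(-)*. Of the values recomputed for counts and enrichments, 134 stayed within 1.5 times the main count or on the same side of the threshold, 60 moved, 4 turned and 1 newly passed; for gene lists 434 kept direction and side, 34 lost and 9 gained the call and 11 turned, and for named genes 1737, 96, 122 and 15. Where no cause is named, the cause was not tested.

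By limma, no filter gave 11 and 2, a floor of 80 on both arrays labelled *daf-19(+)* gave 21 higher, quantile normalization 31 higher, an offset of 50 gave 19 lower, no variance trend 26 and 2, the replicate block 572 and 394, and 80 on both arrays labelled *daf-19(-)* 71 and 18. Leaving out 1 array gave 14 to 971 higher and 4 to 614 lower; replicate 2 labelled *daf-19(+)* gave the highest counts, and the lone array is then assumed to vary like the other group. Of 31 called probe sets named by the rule, 11 passed whichever array was left out. At 2-fold, no filter gave 2867 and 1675, the floor on the arrays labelled *daf-19(+)* 120 higher, a floor of 200 137 and 79, quantile normalization 204 and 232, an offset of 50 136 and 56, 2-fold in each experiment 203 and 41, no shared probe sets 80 lower, the floor on the arrays labelled *daf-19(-)* 79 lower, and leaving out 1 array 398 to 1232 and 106 to 327. Fewer probe sets are tested under the stricter floors.

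Training genes with a rise numbered 1 of 1 tested with the floor on the arrays labelled *daf-19(+)* and 2 of 2 at 200, and 9 to 11 of 11 with 1 array left out. Candidates with a rise numbered 3 of 40 and 9 of 43 under these floors. The floor on the arrays labelled *daf-19(+)* removes the genes that are dim there, which the rise itself decides, so it does not test the rises. 1 candidate had a drop with no filter, after quantile normalization and with the geometric mean of the ratios, and 0 to 1 with 1 array left out. Among the top 50, X-box genes numbered 5 of the rises and 1 of the drops with no filter, 3 and 8 of the rises under the floors, and 11 to 19 with 1 array left out, the fewest without replicate 2 labelled *daf-19(+)*. The odds ratio for drops, 0 in the main setting, was 0.171 with no filter (p = 0.0426 from Fisher's exact test), 1.63 with the geometric mean (p = 0.46) and 0 to 1.98 with 1 array left out, the highest without replicate 1 labelled *daf-19(+)*. With the naming of Additional data file 3 the counts trade places: limma gives 11 higher and 47 lower, 2-fold changes 128 and 410, training genes 0 and 10, candidates 0 and 24, top 50 genes 0 and 19, and odds ratios 0 for rises and 19.0 for drops.

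Gene lists that passed camera numbered 12 with the floor on the arrays labelled *daf-19(+)*, 0 with an estimated correlation, and 15 to 24 with 1 array left out. Lists whose direction by camera turned had these medians: chemoreceptors 0.10 with no filter, Table 1 genes -0.16 with the floor on the arrays labelled *daf-19(+)* (the median of the genes that floor leaves, not a fall of the list), ribosomal proteins 0.0260 and guanylyl cyclases -0.14 after quantile normalization, guanylyl cyclases 0.12 with a gene's largest change, and major sperm proteins 0.13 with the floor on the arrays labelled *daf-19(-)*. The medians of chemoreceptors, of guanylyl cyclases with the largest change and of major sperm proteins with that floor kept their sign, while that of major sperm proteins was -0.12 after quantile normalization with its direction by camera unchanged. With 1 array left out, those turning by camera, with their lowest and highest median, were major sperm proteins (-0.0704 and 0.24), ribosomal proteins (-0.144 and 0.0770), hypodermis (-0.0423 and 0.252) and guanylyl cyclases (-0.0691 and 0.310). Named genes that turned, none of them called, were *npp-25* (-0.0163) and *gcy-23* (-0.14) after quantile normalization and *pdhb-1* (-0.10) with the largest change. With 1 array left out they were, with their lowest and highest log2 fold change, *pdhb-1* (-0.0127 and 0.352), *gcy-23* (-0.0691 and 0.310), *ric-8* (-0.194 and 1.75), *sqt-2* (-0.150 and 1.44), *npp-25* (-0.159 and 0.580), *nhr-125* (-5.18e-04 and 2.28), *dpy-13* (-0.0918 and 1.11), *xbx-6* (-0.351 and 0.0341), *msp-53* (-0.826 and 0.161) and *vit-6* (-2.31 and 0.14). Besides the counts, the block gained the call of the stress list and changed no call of the other lists. The promoter scan, with its alternatives of score and length, was not run. Signals near background limit ratios of dim probe sets.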

Differences from the paper's values

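The paper's values are compared in the study's direction, as higher on the arrays labelled *daf-19(-)*, which Additional data file 3 heads *daf-12*. By the deposited labels the directions disagree, since the paper states that the X-box genes go down in *daf-19(-)* animals. By the labels 128 probe sets were 2-fold lower, with 0 training genes and 0 X-box candidates, against 410, 10 and 24 that were higher. The 50 largest drops hold 0 probe sets of list genes and the 50 largest rises hold 28.

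For the overrepresentation of X-box candidates, the paper's p, printed with e in place of 10 as the base and read here as 7.6e-09, is set beside a p of 8.3e-20 from Fisher's exact test. With e taken as the base the paper's p would be 9.4e-04, and no setting came within 1.5 times that. The paper's background is the genome-wide data and its table is not stated. Of the alternatives set before the data were examined, a floor of 200 on 2 arrays gave 7.3e-09, within 1.5 times the paper's p as read here, with 9 of the candidates 2-fold higher. The others lay further away: 4.0e-08 with no filter, 0.00853 with a floor of 80 on both arrays labelled *daf-19(+)*, 8.4e-11 without replicate 2 labelled *daf-19(+)*, and 1.8e-15 or less under the rest.

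For F32A6.2 (*ift-81*) the paper's fold is 6.0 and the ratio here was 1.43 on the brighter probe set. The largest change among the gene's probe sets gave 5.97, as did a floor of 80 on both arrays labelled *daf-19(-)*, which was chosen after the values were seen and dropped the brighter probe set; the other alternatives gave from 1.13 to 2.92. For ZK520.3 (*dyf-2*) the paper's fold is 16.6 and the ratio here was 5.33. The largest change gave 16.6, and the other alternatives gave from 2.41 to 9.4. Of 55 genes with a fold in Additional data file 2, 53 were tested here and 49 lay within 10 percent of it.

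The remaining counts lay within 1.5 times the paper's when probe sets here are set against genes there. The paper gives 466 genes with a 2-fold change and 15879 with expression data, and here 410 of 13096 probe sets rose. Counted as genes, 320 of 9728 rose, and the 9728 lie outside that bound. Additional data file 3 has 407 rows at 2-fold among 12497. The floor of 80 on both arrays labelled *daf-19(-)*, chosen after the values were seen, gave 407 of 12458 without controls, and 61 candidates tested with 25 at 2-fold, equal to the paper's 61 and 25, with 24 of the paper's 25 among them; the main setting gave 64 and 24, with 23 of the paper's 25. That floor drops 0 of the paper's 25 that the main setting tested. For training genes the paper has 9 of 13 and 10 were counted here, and for the top 50 it has 29 and 28 were counted here. The 29 are genes, some counted for expression in ciliated neurons, and the 28 are probe sets of 25 genes. The lists used here hold genes that the paper named from these top 50, so the closeness is partly built in. The probe set of ZK418.3, which the paper counts, also names another gene and was not counted here. *bbs-2* has no microarray value in Table 1 and Additional data file 2 but has a fold in Table 2, and its signals here, too dim to be tested, gave 6.76.

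The paper places *che-2*, *dyf-1*, *dyf-2* and *bbs-5* among the top 50 as X-box regulated genes. *che-2*, *dyf-1* and *dyf-2* were there, and *bbs-5*, with a ratio of 4.62, lay under the smallest ratio of the 50, 4.73.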

Other observations

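Among 22 tested stress genes, 3 were lower on the arrays labelled *daf-19(-)* when adjusted over the list alone, and none passed limma over all probe sets unless the replicate number was a block, with which all 3 passed. The small heat shock gene *hsp-16.2* had 408.0 and 1410.8 against 3205.6 and 2455.7, a ratio of 0.321 (adjusted p = 0.0562 by limma), *hsp-16.41*, of the same family, had a ratio of 0.403 (adjusted p = 0.0812), and *hsp-70*, of the 70 kDa heat shock family, one of 0.263 (adjusted p = 0.0645). With 1 array left out the ratio ranged from 0.144 to 0.498 for *hsp-16.2* and from 0.219 to 0.588 for *hsp-16.41*. The list as a whole did not pass camera (median -0.05, adjusted p = 0.0957, and adjusted p = 0.48 with an estimated correlation), but did pass with the replicate number as a block (adjusted p = 0.00891). After quantile normalization its median was 0.01. *vit-6*, the single vitellogenin tested, had signals of 58.0 and 94.9 against 66.2 and 434.1, so its ratio of 0.306 rests on replicate 2 labelled *daf-19(+)*.

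Several lists did not pass camera: chemosensory signalling (17 tested, median 0.12, adjusted p = 0.21), chemoreceptors (19 tested, 0.39, adjusted p = 0.14), C-type lectins (36 tested, 0.40, adjusted p = 0.14), dauer pathway (19 tested, 0.23, adjusted p = 0.0866) and hypodermis (25 tested, 0.16, adjusted p = 0.28). The arrays hold 43 chemosensory signalling genes, 1247 chemoreceptors, 220 C-type lectins and 32 guanylyl cyclases. Most of these were too dim to test, so the values do not stand for the whole families. Ribosomal proteins (61 tested, -0.03, adjusted p = 0.0796), guanylyl cyclases (5 tested, 0.12, adjusted p = 0.85) and major sperm proteins (7 tested, 0.10, adjusted p = 0.76) did not either, and the medians of these 3 lists changed sign after quantile normalization. Within chemosensory signalling, *tub-1* had a ratio of 3.66 (adjusted p = 0.19 by limma), *gpa-9* one of 3.11 (adjusted p = 0.12) and *gpa-1* one of 2.11 (adjusted p = 0.23). *tub-1* and *gpa-9* passed with the replicate number as a block, and their ratios ranged from 1.98 to 24.2 and from 2.00 to 6.91 with 1 array left out. The genes the text names on the arrays, a list the study chose on these arrays, had 15 tested and 8 higher by limma (15 over the list alone), with a median of 2.56 (camera, adjusted p = 6.7e-19, and adjusted p = 0.19 with an estimated correlation).

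With the 4 arrays split in the 2 other ways into pairs, limma called 0 higher and 0 lower in each, and 64 and 124, or 72 and 48, probe sets were 2-fold higher and lower. With so few splits, no share under 0.05 can be reached. Within experiment 1, 1312 probe sets were 2-fold higher and 447 lower on the array labelled *daf-19(-)*, and within experiment 2, 463 and 161.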
